A study of Mus musculus with 12 samples. Its data were reported in "miR-302 regulates pancreatic progenitor pool and pancreatic size" (2026).

How the data were processed

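Small RNA was sequenced from 12 libraries of fluorescence-sorted mouse embryonic cells, with 3 libraries at each of 4 stages. At embryonic day (E) 8.5 the cells were endoderm marked by Foxa2-CreER (the Foxa2^mcm allele), a tamoxifen-inducible Cre recombinase expressed from the Foxa2 locus, and were taken from whole embryos. At E9.5, E10.5 and E11.5 the cells were marked by Pdx1-Cre, a Cre recombinase under the control of the pancreatic and duodenal gene Pdx1, and were taken from the trunk. In both cases Cre switched on the red fluorescent protein tdTomato, by which cells were sorted into Trizol LS. RNA was purified with the miRNeasy micro kit, and libraries made with the NEXTflex v3 kit for small RNA were size-selected on a polyacrylamide gel and read single-end on an Illumina NextSeq instrument. The E9.5 against E8.5 comparison therefore changed the Cre driver and the dissected region together with the stage. The library names carried a number that was the same for the 3 libraries of a stage and differed between stages, so any batch that this number marks coincided with stage, and batch and stage cannot be told apart. The sample labels named Cre and tdTomato alone, while per the study's methods the lineage-tracing crosses used males that carried 1 mir-302 allele replaced by eGFP. The mir-302 genotype of the embryos is therefore unknown here, and fewer intact copies in a library would lower its miR-302 counts.

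The authors deposited 1 table of raw read counts per miRNA entry, not normalised, with 1 column per library. Per the study's methods, reads were handled with the COMPSRA pipeline on the mm10 genome. The 3-prime adapter and 4 random bases were trimmed, low-quality ends were removed and reads were kept by length. Per the file headers the lower length limit was 17 bases in every library and the upper limit was 35 bases in 10 libraries and 36 bases in 2 libraries (E8.5 replicate 1 and E9.5 replicate 3). Reads were aligned with STAR and counted by the authors against mature and precursor miRNA annotation, and the libraries were merged into the table without pooling. The random bases were trimmed and not used to count molecules, so the counts are reads after PCR. Confidence limits and detection floors computed from them cover counting error only.

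The table held 1053 entries, of which 633 were mature arms and 420 were precursors, and every entry had at least 1 count. All 12 columns were matched to samples through the library names in the sample descriptions. Entries from near-identical copies are uncertain, since the counting could split or share their reads, but they were tested like any other entry. The precursors mir-133a-1 and mir-133a-2 had equal counts in 11 libraries. A further sign was that 47 entries with more than 100 counts in total had the same counts in all libraries as another entry. No replicate pair agreed within sampling noise. The chi-square statistic per degree of freedom between replicates of a stage was 44.6 to 146, and the Spearman correlation across entries was 0.667 to 0.764, so each library counted as 1 replicate. Entries are not independent replicates.

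Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM normalisation factors (0.732 to 1.17) and Benjamini-Hochberg adjustment. All 12 libraries entered 1 fit with stage as the factor and no covariate, so the 4 stages shared 1 estimate of the spread. Entries passed the filterByExpr filter of edgeR (minimum count 10, minimum total count 15), which left 571 entries. An entry was called when its adjusted p was under 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic, and fitted fold changes used a prior count of 0.125. The common biological coefficient of variation was 1.19. CPM (the usual count scaled to a fixed library total) was computed from the deposited counts with TMM-scaled library sizes, and shares in percent were computed from the unscaled totals. Values are the mean ± the standard deviation (SD) of 3 libraries.

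Counts of the mature members of the miR-302, miR-290, let-7 and miR-7 families were summed, and the same fit was run with each sum in place of its members (545 entries tested). Each sum took both arms, while per the study's methods a family was the sum of miRNAs that share a seed sequence. Sums were adjusted over all entries and over the list alone, that is, over the 4 family sums of 1 comparison. The families, miR-122-5p and miR-375-3p were those the study followed on these same libraries, so adjustment over the list alone is not independent evidence for them. A further 10 lists of mature miRNAs were summed in the same way (447 entries tested): the Dlk1-Dio3 and Sfmbt2 genomic clusters, and markers of erythroid, leukocyte, endothelial, mesenchymal, muscle, neural, hepatic and epithelial cells. No entry belonged to more than 1 list, and miR-122-5p was both in the hepatic list and tested on its own. Single entries were named by a rule: in each comparison of adjacent stages, up to 5 higher and up to 5 lower entries with the largest log2 fold change among those called, with a mean of at least 100 CPM over the 12 libraries and no overlap between the 3 libraries of each stage. Where all libraries of a stage had 3 counts or fewer, the mean of the other stage was given as a multiple of the level of 3 counts. Such a multiple allows for counting error only and is not a lower bound on the change in expression.

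Principal components were computed from log2 CPM with a prior count of 2. K-means used 3 clusters and 50 starts on z-scored normalised counts (size factors of DESeq2 1.42.0) of entries above 100 normalised counts in at least 3 of the 9 Pdx1-Cre libraries. The 3 clusters, the z-scores and the threshold of 100 normalised counts in 3 samples were the study's, and the other settings were chosen here. The 20 most abundant entries were ranked by their mean share of counts in a stage. The study grouped miRNAs by seed sequence for this purpose, and seed sums were not analysed here.

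The test was checked on simulated negative binomial counts for 571 entries with the real means and library sizes, of which 200 were changed. With a simulated log2 change of 2 it recovered 5% of the changed entries, and 8.06% of the 124 changed entries above 100 CPM. With a simulated log2 change of 4 it recovered 44.5%, and 64.1% of the 131 changed entries above 100 CPM, with 4.30% of calls false. A contrast without change gave 0 calls. Entries with changes of this size can therefore go uncalled. The simulation did not build in the second count level of the real libraries described below. Its false calls therefore cannot show error control for counts of that shape.

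The alternatives were RLE factors, library size alone, no filter, at least 10 counts in every library, mature entries only, DESeq2, limma 3.58.1 (voom with sample quality weights), libraries thinned to the smallest total, only the libraries of the stages compared, the replicate number as a block, and each library left out in turn. Family sums were also formed with precursors added and from the leading arm only. These choices, the tests, the lists and the naming rule were fixed before the data were examined. A further 3 alternatives were chosen after seeing the data: counts divided by a second count level of each library, counts under 10 set to 0, and removal of the precursor entries mir-6236 and mir-6240. Coordinates of precursor genes are 1-based positions on GRCm38, the assembly also named mm10, from the GENCODE vM21 annotation.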

Results

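To follow miRNA expression as endoderm gives rise to pancreatic progenitors, small RNA was profiled from Foxa2-CreER-labelled endoderm of whole E8.5 embryos and from Pdx1-Cre-labelled trunk cells at E9.5, E10.5 and E11.5, with 3 libraries per stage. The read counts assigned to miRNA entries differed widely in depth. The libraries of E8.5 held 519989, 386094 and 594224 counts (replicates 1 to 3). Those of E9.5 held 64144, 80075 and 53996 counts, and were the smallest of the 12. The E10.5 libraries held 267978, 133435 and 241020 counts, and the E11.5 libraries held 417743, 1103383 and 841016 counts. The largest total was 20.4 times the smallest. Between 633 and 754 entries were detected per library at E8.5, 423 to 558 at E9.5, 436 to 548 at E10.5 and 607 to 634 at E11.5. An entry with no counts could have reached 32.0 to 75.9 CPM in the E9.5 libraries, the level that 3 counts represent there. The corresponding floor was 4.34 to 7.75 CPM at E8.5, 11.4 to 25.8 CPM at E10.5 and 2.74 to 6.84 CPM at E11.5.

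The composition of the libraries also differed between stages. Precursor entries took 10.52% ± 0.0835 of counts at E8.5 (SD, n = 3), 26.2% ± 8.55 at E9.5, 13.04% ± 0.526 at E10.5 and 10.3% ± 0.0551 at E11.5. Most of the E9.5 excess lay in the precursor entries mir-6236 (Mir6236, chromosome 9, 110281287 to 110281409, plus strand) and mir-6240 (Mir6240, chromosome 5, 114851948 to 114852064, plus strand), which the annotation places between genes. These entries were singled out after their values were seen. Together they took 1.76% ± 0.563 of counts at E8.5, 18.3% ± 8.67 at E9.5, 2.67% ± 0.562 at E10.5 and 0.741% ± 0.317 at E11.5 (n = 3 each). Beyond the lowest counts, the number of entries per count peaked again at a second count level, which lay at 31.6 to 116 reads across the 12 libraries. At that peak the density of entries on the log scale was 2.21 to 9.43 times that of the trough before it.

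**Figure D1:**
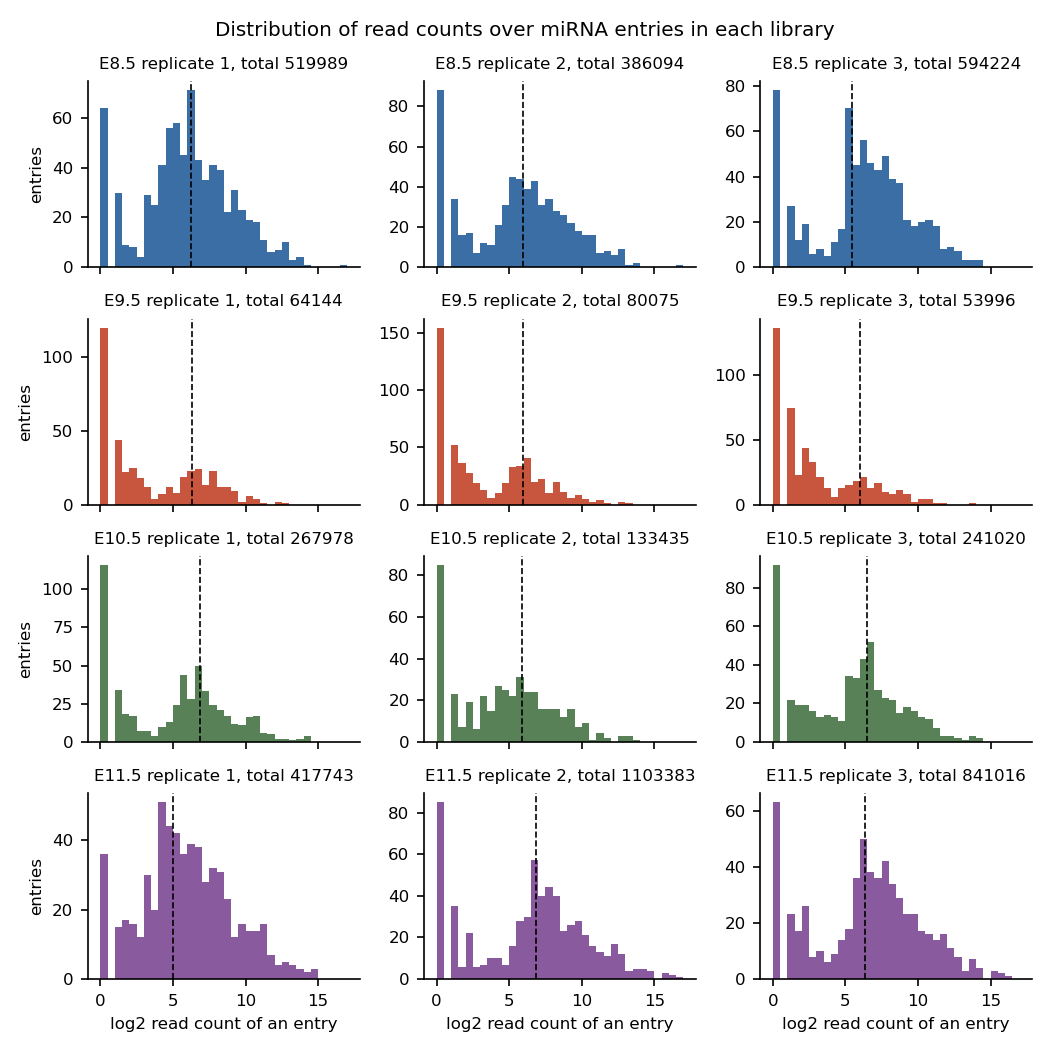
Histograms of the log2 read count of detected miRNA entries in each of the 12 libraries, with the number of entries on the vertical axis and a dashed line at the second count level of that library. The dashed lines lie between 31.6 and 116 reads, while library totals range from 53996 to 1103383 counts.

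Principal component analysis of 571 entries was used to compare the libraries across stages. PC1 held 25.5% of the variance and PC2 held 13.6%. On PC1 the E8.5 libraries lay at -38.0 ± 1.54, the E9.5 libraries at 1.51 ± 5.34, the E10.5 libraries at 18.4 ± 5.13 and the E11.5 libraries at 18.1 ± 2.48 (n = 3 each). The highest E8.5 library (-36.6) lay below the lowest E9.5 library (-4.38), and the highest E9.5 library (6.03) lay below the lowest E10.5 library (13.1). On PC2 the E9.5 libraries averaged -23.8 ± 18.6 and spread from -44.7 to -9.19, against 3.22 ± 10.1 at E10.5 and 15.2 ± 2.13 at E11.5. The lowest E10.5 library on PC2 (-8.39) lay just above the highest E9.5 library. Over all entries, the mean distance between E9.5 and E10.5 libraries was 69.0, and that among the 3 E9.5 libraries was 67.6. The mean distance between E10.5 and E11.5 libraries (60.6) lay between those among E10.5 (64.5) and among E11.5 libraries (53.9). Requiring at least 10 counts in every library moved the variance shares most, to 45.0% for PC1 and 25.5% for PC2 with 107 entries.

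**Figure D2:**
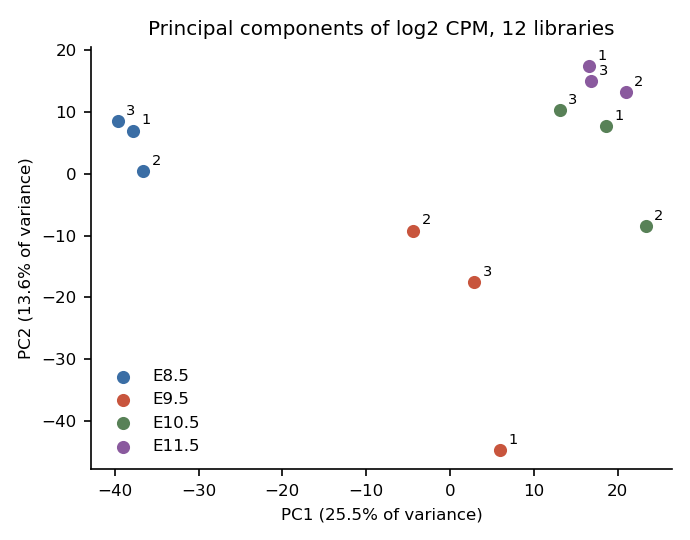
Scores of the 12 libraries on PC1 (horizontal, 25.5% of the variance) and PC2 (vertical, 13.6%), coloured by stage and numbered by replicate. The E8.5 libraries sit between -39.7 and -36.6 on PC1, apart from the Pdx1-Cre libraries, and the E9.5 libraries spread from -44.7 to -9.19 on PC2.

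To find miRNAs that changed when Pdx1-Cre-labelled progenitors first appear, E9.5 was compared with E8.5. The edgeR quasi-likelihood test called 32 of 571 entries, of which 23 were higher and 9 were lower at E9.5, and 114 entries had an unadjusted p under 0.05. The 3 libraries of each stage did not overlap for 34.3% of entries (where chance gives 10%), and for 28 of the 32 called entries. The 10% holds for libraries of like depth. Entries missed in the shallow E9.5 libraries also counted as not overlapping, such as mir-17 (mean 42.1 CPM at E8.5 and 0 CPM at E9.5). Depth can therefore raise this share, and depth also differed in the later comparisons. The median log2 fold change of all entries was -0.84 with TMM scaling. RLE scaling shifted this median by 0.64, and library size alone shifted it by -0.25. RLE called 50 entries, with 44 higher and 6 lower, of which 29 were also called with TMM. Library size alone called 29 entries, with 18 higher and 11 lower, and with counts under 10 set to 0 the split turned to 14 higher and 21 lower. DESeq2 moved the number of calls most, to 70.

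Among the families followed by the study, the miR-302 sum fell from 53589 ± 15659 CPM at E8.5 to 7229 ± 2864 CPM at E9.5 (n = 3 each), a log2 fold change of -2.59 (SE 0.39, adjusted p 7.13e-05), and all 3 E9.5 libraries lay below all E8.5 libraries. The 4 precursor genes lie within chromosome 3, 127545228 to 127545689, on the plus strand in an intron of Larp7, opposite to its strand. The family counts came chiefly from miR-302b-3p (53.8%). The mir-302 genotype of the embryos is unknown here. The miR-290 sum, of which miR-292a-5p held 48.5% of counts, was 22727 ± 319 CPM at E8.5 and 8353 ± 4369 CPM at E9.5. For this sum, 3 of 3 E9.5 libraries lay below all E8.5 libraries. Its log2 fold change of -1.19 (SE 0.48) was not called over all entries (adjusted p 0.202), and had an adjusted p of 0.0226 when adjusted over the list alone. Over the 15 alternatives that kept all libraries the miR-290 change ran from -2.01 to -0.20 (adjusted p 0.000462 to 0.912) and was called in 3. The 9 miR-290 precursor genes lie within chromosome 7, 3218626 to 3220841, where Mir290a and Mir290b are between genes and the others overlap exons of Nlrp12. The let-7 sum rose from 9678 ± 3379 to 92496 ± 45632 CPM, a log2 fold change of 3.58 (SE 0.34, adjusted p 1.84e-07) with 3 of 3 libraries higher. Its 11 annotated precursor genes lie on 7 chromosomes. In reads before scaling, let-7 held 4862 to 5229 counts in the E8.5 libraries and 4625 to 5548 counts in the E9.5 libraries. The miR-7 sum rose from 7269 ± 762 to 27595 ± 9304 CPM, a log2 fold change of 2.19 (SE 0.28, adjusted p 1.16e-05) with 3 of 3 libraries higher. Its precursor genes are Mir7-1 (chromosome 13, 58392779 to 58392886, in an intron of Hnrnpk), Mir7-2 (chromosome 7, 78888277 to 78888373, between genes) and Mir7b (chromosome 17, 56242988 to 56243098, between genes). Adjusted over the list alone, all 4 family sums were called in this comparison, against 3 over all entries. The 4 sums kept their direction under RLE and library size alone.

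miR-122-5p, a liver-related miRNA, rose from 516 ± 68.7 CPM at E8.5 to 64756 ± 26245 CPM at E9.5 (n = 3 each). The log2 fold change was 6.97 (SE 0.37, adjusted p 2.24e-12), with 3 of 3 libraries higher. Mir122 lies on chromosome 18, 65248861 to 65248926, in an exon of the long noncoding RNA AC157910.3. miR-375-3p, a pancreas-related miRNA whose precursor gene lies between genes on chromosome 1 (74900658 to 74900721, minus strand), was at 17877 ± 1656 CPM at E8.5 and 22579 ± 5248 CPM at E9.5. Its log2 fold change of 0.34 (SE 0.25) was not called (adjusted p 0.418). RLE scaling gave a called change of 0.96 (adjusted p 0.029, against 0.029 to 0.800 over the alternatives that kept all libraries).

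Of the 19 higher entries that met the naming rule, the largest changes were those of mir-122 (log2 fold change 7.01, SE 0.96, adjusted p 2.80e-05), miR-122-5p, miR-7b-5p (53.5 ± 23.0 to 2278 ± 1902 CPM, adjusted p 1.82e-05), miR-203-3p (4.69, SE 0.98, adjusted p 0.00278) and miR-22-3p (4.63, SE 1.19, adjusted p 0.0197). The changes of mir-122 (5.42) and miR-7b-5p (4.39) were smaller without E9.5 replicate 1 but stayed called, and mir-122 held 446, 161 and 18 counts in the E9.5 libraries. miR-203-3p (chromosome 12, 112130880 to 112130955, between genes) was at 10475 ± 14495 CPM at E9.5 and a mean of 405 CPM at E8.5, with 111, 226 and 1076 counts in the E9.5 libraries. Without E9.5 replicate 3 its log2 fold change was 2.40 and was no longer called (adjusted p 0.0942, against 5.79e-05 to 0.0942 over the fits that each left out 1 library). miR-22-3p (chromosome 11, 75463716 to 75463810, in exons of Mir22hg and Tlcd2) was at 8169 ± 7573 CPM at E9.5 and 330 ± 148 CPM at E8.5, with the smallest change without E9.5 replicate 3 (3.74, still called), and lost its call without E8.5 replicate 2 (4.83) or replicate 3 (4.30). Of the 9 lower entries, the largest changes were those of miR-92a-2-5p (-5.17, SE 1.37, adjusted p 0.0242), miR-302a-3p (-3.88, SE 0.72, adjusted p 8.60e-04), miR-10b-5p (-3.05, SE 0.84, adjusted p 0.0300), miR-302b-3p (-2.76, SE 0.54, adjusted p 0.00151) and miR-302d-3p (-2.69, SE 0.69, adjusted p 0.0197). miR-92a-2-5p (chromosome X, 52741838 to 52741928, between genes) fell from 1713 ± 676 to 49.8 ± 45.2 CPM, with at most 4 counts in an E9.5 library. It lost its call without E8.5 replicate 1 (-5.37), 2 (-4.51) or 3 (-5.29) and without E9.5 replicate 2 (-4.64). miR-10b-5p (chromosome 2, 74726070 to 74726137, in an intron of Hoxd3 and Hoxd4) fell from 15136 ± 3675 to 1830 ± 441 CPM. Its change was not called under RLE (-2.45), nor without E8.5 replicate 2 (-2.85), E8.5 replicate 3 (-2.86) or E9.5 replicate 2 (-2.81). The call of miR-302d-3p was lost under RLE (-2.08), without E8.5 replicate 1 (-2.52) and without E8.5 replicate 2 (-2.26). Over the alternatives that kept all libraries, the calls of miR-10b-5p, miR-302d-3p and miR-22-3p were lost in 4 of 13, 1 of 13 and 1 of 11.

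**Figure D3:**
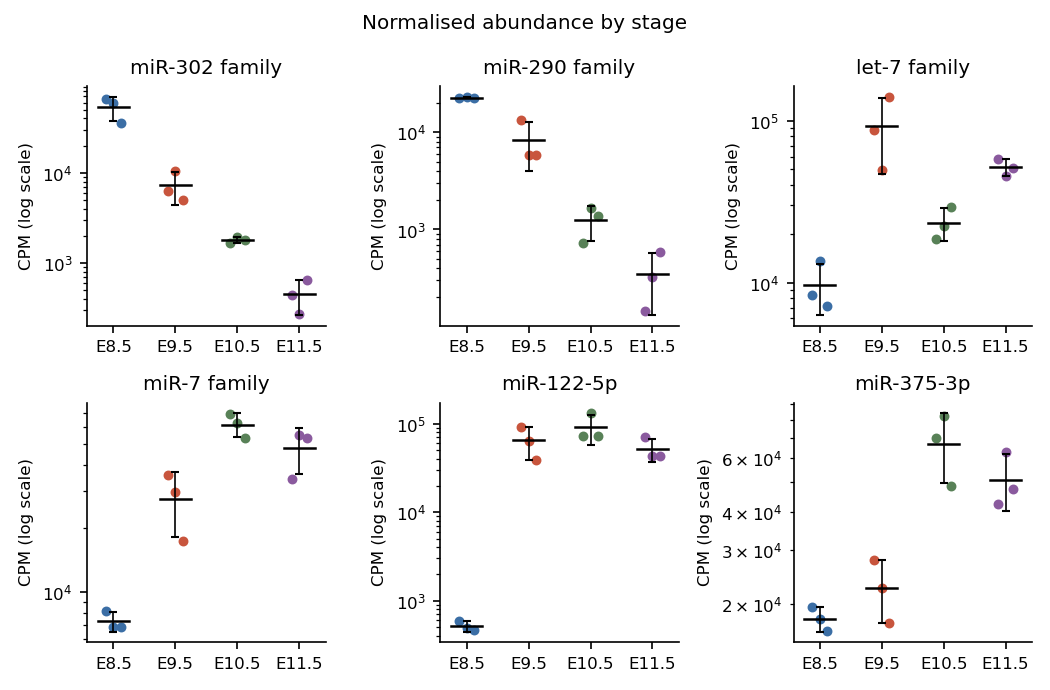
Abundance in CPM on a log scale at the 4 stages for the summed mature members of the miR-302, miR-290, let-7 and miR-7 families and for miR-122-5p and miR-375-3p; points are the 3 replicate libraries, horizontal lines are means and bars are SD. The miR-302 mean goes from 53589 CPM at E8.5 to 457 CPM at E11.5, and the let-7 mean is highest at E9.5, at 92496 CPM.

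The E10.5 against E9.5 comparison asked what changed within Pdx1-Cre-labelled cells over the next day. It called 25 of 571 entries, 9 higher and 16 lower at E10.5, and 104 entries had an unadjusted p under 0.05. The libraries of the stages did not overlap for 90 entries (15.8%, where chance gives 10%) and for 23 of the 25 calls. RLE shifted the median log2 fold change of all entries (0.17) by -0.46 and called 24 entries, 1 higher and 23 lower. Library size alone shifted it by 0.04 and called 23 entries, 9 higher and 14 lower, and with counts under 10 set to 0 the split turned to 17 higher and 10 lower. The number of calls depended on single libraries, and was 7 without E10.5 replicate 2, 13 without E10.5 replicate 1 and 42 without E9.5 replicate 2. Among the alternatives that kept all libraries it ran from 1 with limma voom to 63 with DESeq2.

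The miR-302 sum fell further to a mean of 1797 CPM at E10.5 (1648 to 1933 CPM in 3 libraries), a log2 fold change of -2.26 (SE 0.38, adjusted p 0.00122). The miR-290 sum fell to 1251 ± 482 CPM, a change of -2.94 (SE 0.51, adjusted p 0.00148). The let-7 sum fell to 23386 ± 5342 CPM, a change of -2.25 (SE 0.32, adjusted p 1.60e-04). For these 3 sums all E10.5 libraries lay below all E9.5 libraries. The miR-7 sum was 61867 ± 7949 CPM, with 3 of 3 libraries above all E9.5 libraries. Its log2 fold change of 0.93 (SE 0.27) had an adjusted p of 0.0573 over all entries and of 0.00210 when adjusted over the list alone, so that 3 of the 4 sums were called over all entries and 4 when adjusted over the list alone. With library size alone the miR-7 change was 1.14 and was called (adjusted p 0.0382, against 0.0201 to 0.415 over the alternatives that kept all libraries). miR-375-3p rose to 66879 ± 17102 CPM, a log2 fold change of 1.57 (SE 0.25, adjusted p 7.80e-04), with 3 of 3 libraries higher. miR-122-5p was at 91478 ± 34014 CPM, and its change of 0.50 (SE 0.29) was not called (adjusted p 0.344). All 6 of these changes kept their direction under RLE and library size alone.

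In the same comparison 9 higher entries met the naming rule. The largest changes were those of miR-3099-3p (log2 fold change 4.37, SE 1.13, adjusted p 0.0252), miR-379-3p (3.91, SE 1.11, adjusted p 0.0450), miR-143-3p (2.02, SE 0.51, adjusted p 0.0237), miR-375-3p and the precursor mir-183 (1.49, SE 0.29, adjusted p 0.00615). miR-3099-3p (chromosome 7, 6803587 to 6803670, in an intron of Usp29) rose from 50.7 ± 34.6 to 1077 ± 510 CPM. miR-379-3p (chromosome 12, 109709060 to 109709125, between genes) rose from 93.4 ± 59.7 to 1384 ± 1011 CPM. In E9.5 replicates 1 to 3, miR-3099-3p held 1, 8 and 2 counts, and miR-379-3p held 2, 9 and 6 counts. Each E8.5 library held at least 57 counts of miR-3099-3p and at least 41 of miR-379-3p. Both rises may therefore reflect entries missed in the shallow E9.5 libraries, which was not tested. miR-143-3p (chromosome 18, 61649196 to 61649258, between genes) was at 5877 ± 2567 CPM at E10.5 against a mean of 1446 CPM at E9.5. mir-183 (chromosome 6, 30169668 to 30169737, between genes) was at 25997 ± 3639 against 9234 ± 1982 CPM. Under RLE, miR-3099-3p (3.89), miR-379-3p (3.35), miR-143-3p and mir-183 (1.02) were higher at E10.5 but not called. Their calls also depended on single libraries. That of miR-379-3p was lost in 10 of the 12 fits that each left out 1 library, with the smallest change without E10.5 replicate 1 (3.25). The calls of miR-3099-3p, miR-143-3p and mir-183 were lost in 4, 4 and 2 of these fits, in each case including that without E10.5 replicate 1 (4.46, 1.78 and 1.29). Over the alternatives that kept all libraries, the calls of miR-3099-3p, miR-379-3p, miR-143-3p and mir-183 were lost in 4 of 11, 6 of 11, 6 of 13 and 3 of 12.

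Of 14 lower entries, the largest fitted changes were those of miR-362-5p, miR-294-3p, let-7a-2, mir-302b and miR-292a-5p. miR-362-5p (chromosome X, 7241982 to 7242046, in an intron of Clcn5) had at most 1 count in an E10.5 library (adjusted p 0.0221). Its E9.5 mean was 61.5 times the level that 3 counts represent at E10.5. That mean rested on E9.5 replicate 1, as the other E9.5 libraries held 1 count each, and without that library the entry was no longer called (-3.24, adjusted p 0.507, against 0.00217 to 0.507 over the fits that each left out 1 library). miR-294-3p had at most 3 counts in an E10.5 library and 6 to 257 counts in the E9.5 libraries (adjusted p 0.00852). Its E9.5 mean was 104 times the level that 3 counts represent at E10.5. Its fitted change was smaller without E9.5 replicate 1 (-5.34), and its call was lost without E10.5 replicate 2. The precursor entry let-7a-2 changed by -6.84 (SE 1.84, adjusted p 0.0314), with 5 and 63 counts in E9.5 replicates 1 and 2, more in replicate 3, and at most 7 counts at E10.5. Its call was lost without E9.5 replicate 3 (-4.92), E10.5 replicate 1 (-6.82) or E10.5 replicate 2 (-6.29). mir-302b changed by -3.98 (SE 1.13, adjusted p 0.0450), a call lost in 7 of the 12 fits that each left out 1 library (-3.33 without E9.5 replicate 2), and miR-292a-5p by -3.54 (SE 0.70, adjusted p 0.00615). The calls of miR-362-5p, miR-294-3p, let-7a-2, mir-302b and miR-292a-5p were lost in 3 of 8, 1 of 11, 3 of 8, 2 of 9 and 1 of 13 alternatives that kept all libraries.

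Between E10.5 and E11.5, 2 of 571 entries were called, both lower at E11.5, and 61 entries had an unadjusted p under 0.05. The libraries of the stages did not overlap for 77 entries (13.5%, where chance gives 10%). The called entries were miR-302a-3p (log2 fold change -3.78, SE 0.72, adjusted p 0.00863), which fell from a mean of 273 CPM to 19.4 ± 8.13 CPM (n = 3), and the precursor mir-6240 (-2.75, SE 0.50, adjusted p 0.00863), which fell from 8072 ± 3257 to 1201 ± 513 CPM. RLE shifted the median of all entries (0.07) by -0.22 and called 2 entries, and library size alone shifted it by 0.03 and called 3, all lower. The alternatives that kept all libraries called 0 to 8 entries, and not all were lower: 6 were higher and 2 lower with counts divided by the second count level, 2 higher and 6 lower with DESeq2, and 2 higher and 2 lower with only the libraries of the stages compared. The call of miR-302a-3p was lost without E8.5 replicate 2 (-3.74) or E11.5 replicate 1 (-3.43), and in 5 of the 12 alternatives that kept all libraries (adjusted p up to 0.733). That of mir-6240 was lost in 2 of 11 such alternatives (up to 0.196). The miR-302 sum fell to 457 ± 191 CPM at E11.5, a log2 fold change of -1.98 (SE 0.38, adjusted p 0.00899). Without E11.5 replicate 2 this change was -1.75 and was not called (adjusted p 0.0604, against 7.58e-05 to 0.0604 over the fits that each left out 1 library). The miR-290 sum fell to 352 ± 220 CPM (-1.83, SE 0.49) and the let-7 sum rose to 51580 ± 6274 CPM (1.14, SE 0.31). Neither was called over all entries (adjusted p 0.152 for each), and both had an adjusted p of 0.00186 when adjusted over the list alone, so that 1 of the 4 sums was called over all entries and 3 when adjusted over the list alone. For each of these 3 sums, 3 of 3 E11.5 libraries lay beyond all E10.5 libraries. The let-7 change was called with library size alone (1.19, adjusted p 0.0306, against 0.00148 to 0.549 over the alternatives that kept all libraries). The miR-7 sum (47704 ± 11711 CPM, log2 fold change -0.36, adjusted p 0.720), miR-122-5p (52144 ± 15427 CPM, -0.81, adjusted p 0.298) and miR-375-3p (51016 ± 10693 CPM, -0.39, adjusted p 0.576) were not called. All 6 kept their direction under RLE and library size alone. From the leading arm only, the miR-290 change reversed (2.10, not called).

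Change over more than 2 stages was tested with an F-test in the same edgeR fit. It called 91 of 571 entries among the 4 stages and 39 among the 3 Pdx1-Cre stages (adjusted p under 0.05), where 166 and 107 entries had an unadjusted p under 0.05. limma voom called 138 entries among the 4 stages and 4 among the 3 Pdx1-Cre stages, and a test with no filter called 78 among the 3 Pdx1-Cre stages.

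The 10 lists of genomic clusters and cell-type markers were compared in the same way. Between E8.5 and E9.5, 3 lists were called over all entries and 4 when adjusted over the list alone. The hepatic list, which held mainly miR-122-5p, changed by 7.10 (SE 0.41, adjusted p 1.20e-10). The epithelial list of the miR-200 family changed by 1.15 (SE 0.27, adjusted p 0.0160), and went from 1.08% ± 0.0283 to 1.92% ± 0.367 of counts (n = 3 each). The Dlk1-Dio3 cluster list changed by 0.65 (SE 0.17, adjusted p 0.0287), and went from 10.2% ± 0.171 to 12.9% ± 3.05 of counts. With library size alone the epithelial (0.83) and Dlk1-Dio3 (0.33) changes were not called, while RLE gave called changes of 1.90 and 1.40. The calls were lost in 3 (epithelial, 0.80 to 1.14) and 4 (Dlk1-Dio3, 0.28 to 0.67) of the 13 alternatives that kept all libraries. Without E9.5 replicate 2 the Dlk1-Dio3 change was 0.69 and was not called, and without E9.5 replicate 1 it was 1.28 and was called. The endothelial list changed by -2.88 (SE 1.08), with an adjusted p of 0.162 over all entries and of 0.0372 when adjusted over the list alone, and was -1.76 without E9.5 replicate 1. Between E9.5 and E10.5, 0 lists were called over all entries, 2 had an unadjusted p under 0.05 and 2 were called when adjusted over the list alone. These were the muscle list (-3.02, SE 0.87, adjusted p 0.0608 over all entries, and called over all entries in 8 of the 13 alternatives that kept all libraries, with adjusted p from 6.22e-09 to 0.442) and the Dlk1-Dio3 cluster (0.48, SE 0.17, adjusted p 0.123 over all entries), whose direction reversed under RLE (-0.04), without E9.5 replicate 1 (-0.05) and without E10.5 replicate 2 (-0.11). Between E10.5 and E11.5, 0 lists were called either way and 2, the hepatic (-0.76) and epithelial (0.71) lists, had an unadjusted p under 0.05. The Sfmbt2 cluster (-0.36 between E8.5 and E9.5), erythroid (-1.10), leukocyte (2.75), mesenchymal (-1.21) and neural (-0.495) lists were called in none of the 3 comparisons, either way.

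K-means clustering asked which patterns the entries followed over the 3 Pdx1-Cre stages. It placed 187 entries in 3 clusters of 61, 59 and 67 entries. Cluster 1 had a mean z-score of 1.70 in E9.5 replicate 1, against -0.02 in E9.5 replicate 2 and -0.42 in E9.5 replicate 3. Cluster 2 had a mean z-score of 2.18 in E9.5 replicate 3, against -0.12 and -0.25 in E9.5 replicates 1 and 2. Cluster 3 was lowest in E9.5 replicates 1 and 3 (-0.84 and -0.70) and was at 0.28 in E9.5 replicate 2. As stage means, cluster 1 went from 0.42 ± 1.12 at E9.5 to -0.11 ± 0.19 at E10.5 and -0.31 ± 0.03 at E11.5, cluster 2 went from 0.61 ± 1.37 to -0.27 ± 0.12 and -0.33 ± 0.04, and cluster 3 went from -0.42 ± 0.61 to 0.19 ± 0.09 and 0.23 ± 0.13 (n = 3 each). The E9.5 mean of each cluster thus lay within 1 SD of 0. Cluster 1 held 2 miR-302 members, 1 miR-290 member, 1 let-7 member and miR-122-5p, cluster 2 held 5 let-7 members, and cluster 3 held 2 miR-7 members and miR-375-3p. When the stage means were clustered in place of the libraries, 51.9% of entries kept their matched cluster.

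**Figure D4:**
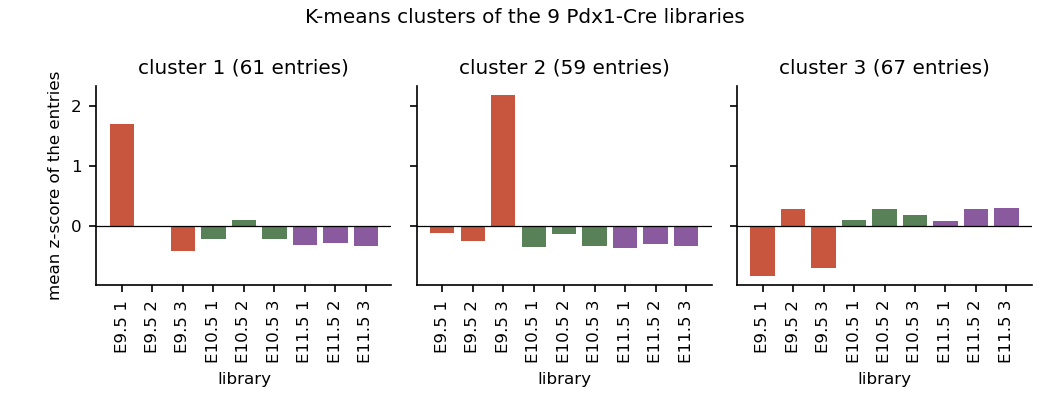
Mean z-score of the entries of each K-means cluster (vertical axis, no unit) in each of the 9 Pdx1-Cre libraries (bars, coloured by stage). Cluster 1 reaches 1.70 in E9.5 replicate 1 and cluster 2 reaches 2.18 in E9.5 replicate 3, while the other E9.5 libraries of these clusters lie at or below -0.02.

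To ask how concentrated expression was, the 20 most abundant entries of each stage were examined. They took 57.5% ± 0.811 of counts at E8.5, 60.8% ± 2.99 at E9.5, 62.2% ± 3.55 at E10.5 and 60.6% ± 1.65 at E11.5 (n = 3 each). The alternative that moved a share most was removal of mir-6236 and mir-6240, which gave 54.1% at E9.5. Mature entries alone gave 63.7% ± 0.587, 59.8% ± 1.03, 68.2% ± 4.23 and 65.7% ± 1.56 at the 4 stages in order. The 4 lists of 20 comprised 38 distinct entries, of which 8 were in all 4: miR-92a-3p, miR-182-5p, miR-183-5p, miR-26a-5p, miR-375-3p, miR-379-5p, miR-409-3p and miR-541-5p. The most abundant entry was miR-92a-3p at E8.5 (25.002% ± 1.70) and at E11.5 (8.17% ± 2.04), mir-6236 at E9.5 (14.7% ± 6.57) and miR-122-5p at E10.5 (8.70% ± 2.36).

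**Figure D5:**
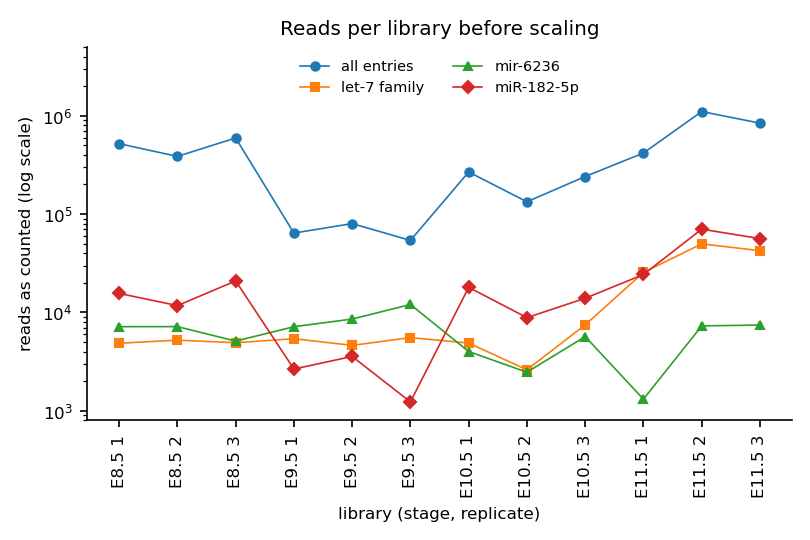
Reads counted in each of the 12 libraries before scaling (vertical axis, log scale) for all entries, the let-7 family, mir-6236 and miR-182-5p, with libraries in order of stage and replicate. Over the E8.5 and E9.5 libraries the let-7 reads stay between 4625 and 5548 while the totals range from 53996 to 594224.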

Values the study reported

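The study reported that, at each time point, more than 70% of all reads belonged to the 20 most enriched seed sequences, after counts of mature miRNAs with the same seed had been added together.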

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

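Dividing counts by the second count level, setting counts under 10 to 0 and leaving out mir-6236 and mir-6240 were alternatives chosen after the results were seen, as were the counts of splits in this part. Of 474 values of the 18 comparison results that carry a test of 1 change, over all alternatives, 441 kept their direction and their side of the threshold, 6 lost their call, 25 gained one and 2 reversed. For the 20 other changes of single entries named in the report the calls held in 378 of 468 values and were lost in 90, with 0 reversals. The calls of let-7 (log2 fold change 2.80 to 4.07 over the alternatives that kept all libraries), miR-7 (1.46 to 2.60) and miR-122-5p (6.52 to 7.57) between E8.5 and E9.5, and of let-7 (-2.70 to -1.83) and miR-290 (-6.86 to -2.70) between E9.5 and E10.5, held in every alternative that was run. In the paragraphs that follow, the cause of a change was not tested unless it is stated.

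Under RLE, 50 entries were called between E8.5 and E9.5 (29 shared with TMM), and miR-375-3p gained a call there (0.96). With library size only, calls were gained by miR-7 between E9.5 and E10.5 (1.14) and by let-7 between E10.5 and E11.5 (1.19). With no filter, more entries entered the test, and 50 were called between E9.5 and E10.5 (25 shared), 5 between E10.5 and E11.5 and 78 among the 3 Pdx1-Cre stages (38 shared). miR-7 between E9.5 and E10.5 (0.96), and miR-290 (-1.83) and let-7 (1.16) between E10.5 and E11.5, were also called. Requiring at least 10 counts in every library left 107 entries, of which 1 was called between E10.5 and E11.5, 50 among the 4 stages (36 shared) and 23 among the 3 Pdx1-Cre stages (18 shared). miR-290 was then called between E8.5 and E9.5 (-1.48) and between E10.5 and E11.5 (-1.90). Mature entries only left 1 call between E10.5 and E11.5, as mir-6240 is a precursor.

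DESeq2 called 70 entries between E8.5 and E9.5 (27 shared), 63 between E9.5 and E10.5 (19 shared), 8 between E10.5 and E11.5 (2 higher, 6 lower) and 66 among the 3 Pdx1-Cre stages (27 shared), and miR-290 between E10.5 and E11.5 (-2.07). limma voom called 1 entry between E9.5 and E10.5, 0 between E10.5 and E11.5 (52 with an unadjusted p under 0.05), 138 among the 4 stages (87 shared) and 4 among the 3 Pdx1-Cre stages. It lost the miR-302 calls at E9.5 (-2.54), E10.5 (-2.38) and E11.5 (-1.98) and that of miR-375-3p at E10.5 (1.49). Libraries thinned to the smallest total gave 50 calls between E8.5 and E9.5 (29 shared) and 1 between E10.5 and E11.5, and called miR-375-3p at E9.5 (0.81). A fit of only the libraries of the stages compared, with fewer libraries and other entries tested, called 11 entries between E9.5 and E10.5 (10 shared), 4 between E10.5 and E11.5 (2 higher, 2 lower) and 15 among the 3 Pdx1-Cre stages (15 shared). It lost the E11.5 call of miR-302 (-2.06) and gained that of let-7 (1.06). From the leading arm only, miR-7 was called at E10.5 (1.09), and the miR-290 change between E10.5 and E11.5 reversed (2.10).

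Counts divided by the second count level left 97 entries, of which 8 were called between E10.5 and E11.5 (6 higher, 2 lower) and 20 among the 3 Pdx1-Cre stages (17 shared). Calls were gained by miR-290 at E9.5 (-1.70), miR-7 at E10.5 (0.89) and let-7 at E11.5 (1.23). With counts under 10 set to 0, 0 entries were called between E10.5 and E11.5 (53 with an unadjusted p under 0.05), 47 among the 4 stages (42 shared) and 22 among the 3 Pdx1-Cre stages (18 shared). miR-290 at E9.5 (-2.01), miR-7 at E10.5 (1.19) and let-7 at E11.5 (1.35) were called, and miR-375-3p at E9.5 reversed (-0.11). Without mir-6236 and mir-6240, 1 entry was called between E10.5 and E11.5 by construction, miR-7 was called at E10.5 (1.06), and the 20 most abundant entries took 54.1% of counts at E9.5. Mature entries only gave 63.7%, 68.2% and 65.7% at E8.5, E10.5 and E11.5.

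The Dlk1-Dio3 list between E9.5 and E10.5 reversed under RLE (-0.0408), DESeq2 (-0.0408) and thinning (-0.0580), and ranged from -0.11 to 0.57 over the 12 fits that each left out 1 library. The muscle list in that comparison was called over all entries in 8 of these 12 fits (-4.74 without E10.5 replicate 3 to -2.36 without E9.5 replicate 3) and in 8 of the 13 alternatives that kept all libraries (-3.81 to -2.77), so that its lack of a call depended on the setting.

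Across the 12 fits that each left out 1 library, 21 to 44 entries were called between E8.5 and E9.5, with 21 without E8.5 replicate 2 or 3. Between E9.5 and E10.5 the range was 7 (without E10.5 replicate 2) to 42 (without E9.5 replicate 2), with 13 without E10.5 replicate 1. Between E10.5 and E11.5 it was 1 (without E8.5 replicate 2 or E11.5 replicate 1) to 5 (without E9.5 replicate 3), with 4 without E9.5 replicate 1. Among the 4 stages it was 56 (without E8.5 replicate 3) to 112. The miR-7 change between E9.5 and E10.5 ranged from 0.70 to 1.04 and was called without E11.5 replicate 1 (0.93). Between E10.5 and E11.5, miR-302 ranged from -2.30 to -1.75 and lost its call without E11.5 replicate 2 (-1.75). miR-290 ranged from -2.38 to -1.47 and was called without E9.5 replicate 3 (-1.83), E10.5 replicate 1 (-2.14) or E11.5 replicate 3 (-2.38). let-7 ranged from 0.96 to 1.37 and was called without E9.5 replicate 2 (1.15) or 3 (1.14). PC1 held 21.9% to 27.9% of the variance and PC2 held 11.9% to 14.5%. With at least 10 counts in every library they held 45.0% and 25.5%, and PC2 held 16.3% after the DESeq2 variance-stabilising transformation. Between 54.6% (without E9.5 replicate 3) and 97.1% of entries kept their K-means cluster, with 61.3% without E9.5 replicate 1. The share was 51.9% for stage means and 65.8% for 2 clusters.

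The libraries share only a number across stages. With that number as a replicate block, 26, 22 and 3 entries were called in the 3 comparisons of adjacent stages, 81 among the 4 stages and 26 among the 3 Pdx1-Cre stages. It changed no call of a family sum, miR-122-5p or miR-375-3p. Between E9.5 and E10.5 the muscle list was called over all entries under the block (-3.36), and miR-379-3p (3.96), mir-302b (-4.05) and miR-362-5p were not. The pairing check gave correlations of -0.148 to 0.0889 between same-numbered libraries, with 0 of 9 over 0.1.

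Other splits of the same libraries were refitted. For E9.5 against E8.5 (32 entries), 1 of the 10 splits of the 6 libraries gave as many entries, the real one, and the next largest gave 0. For E10.5 against E9.5 (25 entries), 1 of 10 splits gave as many, and the next largest gave 2. For E11.5 against E10.5 (2 entries), 2 of 10 splits gave as many. With 10 splits the share cannot fall below 0.1. For the 4 stages (91 entries), 1 of 100 splits gave as many, with 55 in the next largest, and for the 3 Pdx1-Cre stages (39 entries), 1 of 100 gave as many, with 31 in the next largest.

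Some values could not be had. DESeq2 gave no adjusted p for miR-203-3p and miR-362-5p, and settings that tested fewer entries gave none for some named entries and for the endothelial list. The low totals at E9.5 limit the detection of entries under 32.0 to 75.9 CPM.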

Other observations

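The tests of blood cells, of a fixed amount of outside RNA, of the mir-6236 and mir-6240 reads and of the Hox miRNAs were chosen after the result was seen. Those of the second count level, of scaling, of skin RNA and of reads passed between libraries were written ahead of their results, although the count histograms had been viewed and the reading of the skin test was tightened afterwards.

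In each library the entries piled up at a second count level of 31.6 to 116 reads. The 3 E9.5 libraries had 0.350 to 0.833 entries at 8 to 25 counts for each entry at 40 to 120 counts. Deep libraries thinned at random to the E9.5 totals had 1.86 to 2.44 in 9 draws, so random loss of reads alone did not give this shape. A candidate explanation is that few molecules were captured and each was amplified to many reads. In 6 simulated libraries the second count level lay at 1.16 to 3.28 times the simulated reads per molecule, so it gives no count of molecules. No biological explanation was tested.

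The let-7 sum was higher at E9.5 than at E8.5 and E10.5. Both changes kept direction and call under RLE and library size alone, with a largest adjusted p of 0.000281 in the edgeR test. This argues against the choice among these scalings as the cause. All of them scale by library depth, so they cannot decide whether division by depth made the changes. Before scaling, let-7 held 4862 to 5229 reads at E8.5, 4625 to 5548 at E9.5 and 2612 to 7479 at E10.5. These ranges overlapped. Red blood cells were argued against by a miR-451a count of at most 1 in the E9.5 libraries. For white blood cells, the largest count of a miR-142a or miR-223 entry was 103, 1 and 105 in E9.5 replicates 1 to 3, and the whole leukocyte list held at most 106 counts, against 5407, 4625 and 5548 let-7 reads. White blood cells thus did not account for let-7 in replicate 2. In the other two they stay open, since the ratio of these miRNAs to let-7 in white blood cells was not measured. RNA of skin cells also stayed open. miR-205-5p at E9.5 was 0.732 times its E10.5 level (993 ± 533 against 1358 ± 296 CPM, n = 3 each), but lay above its E8.5 level (182.5 CPM). miR-203-3p, miR-22-3p and miR-21a-5p had means of 10475, 8169 and 19582 CPM at E9.5. Their means were 405, 330 and 2939 CPM at E8.5 and 2397, 697 and 6941 CPM at E10.5. These means were thus highest at E9.5 among these stages, as that of let-7 was. For miR-203-3p the E9.5 mean (SD 14495) rested on replicate 3, with 1076 counts against 111 and 226 in replicates 1 and 2. Its E9.5 and E10.5 libraries overlapped. Over the 6 libraries of E8.5 and E9.5 the let-7 reads stayed between 4625 and 5548 while the totals spanned 11.0-fold. A fixed amount of outside RNA, which weighs more in libraries with few reads, is a candidate explanation. Within the 4 stages the let-7 share fell as the total rose (one-sided exact permutation p 0.00694, 0.0347 after adjustment over 5 relations), but the near-constant reads of E8.5 and E9.5 had been seen and enter that test. Within E10.5 and E11.5 alone the one-sided exact permutation p was 0.139 (36 permutations), so this explanation stays open. The E10.5 and E11.5 libraries held 2612 to 7479 and 25484 to 49824 let-7 reads, so such an amount would not account for E11.5. A difference by Cre driver or region would not account for the fall from E9.5 to E10.5, since both stages had Pdx1-Cre cells of the trunk. There let-7 went from 92496 ± 45632 to 23386 ± 5342 CPM (n = 3 each), with all E10.5 libraries below all E9.5 libraries. These values argue against Cre driver or region as the cause of the whole pattern. Cre driver and region stay open for the rise from E8.5 to E9.5, as does a difference by stage for both changes. None of these was tested.

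The precursor entries mir-6236 and mir-6240 took a larger share of counts at E9.5. On the mir-6240 locus 0.0299% of reads fell on the mature entry, while the other 63 abundant precursors had 16.8% to 99.0% (median 90.7%), and mir-6236 had no mature entry in the table. These reads may come from another RNA class. Within stages their share showed no clear relation to the total (one-sided exact permutation p 0.201), so low depth stays open. Cre driver and region were the same at E9.5 and E10.5. The share of these entries was 12.7% to 28.3% in the E9.5 libraries and 2.03% to 3.10% in the E10.5 libraries. This argues against Cre driver or region as the cause of the fall from E9.5 to E10.5. Both stay open for the rise from E8.5 to E9.5, as does a difference by stage, and none of these was tested.

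In E11.5 replicate 1, miR-196a-5p, miR-196b-5p and miR-10b-5p, from precursor genes in or near Hox clusters, held 1526, 355 and 2045 counts, against at most 9, 2 and 339 in the other E11.5 libraries. These counts were 48.4, 11.2 and 64.8 times the second count level of that library, but the entries were chosen for their high counts, so this decides nothing about uneven amplification of single molecules, which stays open. Of 438 entries, 14 were at least 5-fold higher in replicate 1 than in the other E11.5 libraries, 5 of them among 8 Hox entries, while 32 and 27 were as high in replicates 2 and 3. A different mix of dissected cells in that library was not tested.

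Low counts of 1 to 8 reads lay below the second count level. Their partial rank correlation with the total of an entry in libraries of other stages, with the total in the same stage held fixed, was above 0 in 10 of 12 libraries (-0.146 to 0.473 over the 12). With entries of 0 counts included, which are most of the entries in such a test, it was above 0 in all 12 (0.0440 to 0.526). Reads passed between libraries of 1 pool and low expression shared by the stages cannot be told apart, because both give such a correlation.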
